# Signaling Transduction Pathways and G-Protein-Coupled Receptors in Different Stages of the Embryonic Diapause Termination Process in *Artemia*

**DOI:** 10.3390/cimb46040229

**Published:** 2024-04-20

**Authors:** Tong Hao, Zhentao Song, Mingzhi Zhang, Lingrui Zhang

**Keywords:** embryonic diapause termination, signal transduction, GPCR, *Artemia* cyst, high-throughput sequencing

## Abstract

*Artemia* is a widely distributed small aquatic crustacean, renowned for its ability to enter a state of embryonic diapause. The embryonic diapause termination (EDT) is closely linked to environmental cues, but the precise underlying mechanisms remain elusive. In this study, ATAC-seq and RNA-seq sequencing techniques were employed to explore the gene expression profiles in *Artemia* cysts 30 min after EDT. These profiles were compared with those during diapause and 5 h after EDT. The regulatory mechanisms governing the EDT process were analyzed through Gene Ontology (GO) enrichment analysis of differentially expressed genes. Furthermore, the active G-protein-coupled receptors (GPCRs) were identified through structural analysis. The results unveiled that the signaling transduction during EDT primarily hinges on GPCRs and the cell surface receptor signaling pathway, but distinct genes are involved across different stages. Hormone-mediated signaling pathways and the tachykinin receptor signaling pathway exhibited heightened activity in the ‘0–30 min’ group, whereas the Wnt signaling pathway manifested its function solely in the ‘30 min–5 h’ group. These results imply a complete divergence in the mechanisms of signal regulation during these two stages. Moreover, through structural analysis, five GPCRs operating at different stages of EDT were identified. These findings provide valuable insights into the signal regulation mechanisms governing *Artemia* diapause.

## 1. Introduction

*Artemia*, more commonly recognized as brine shrimp, is a small aquatic crustacean inhabiting diverse saline environments across the world. Among its notable adaptations, *Artemia* show a remarkable capability to undergo embryonic diapause—a phenomenon observed in numerous plants, insects, and mammals [1,2]. Diapause serves as a biological strategy enabling embryos to enter a state of suspended animation or dormancy until environmental conditions become conducive to hatching and subsequent survival [3]. This mechanism assumes a crucial role in the endurance and perpetuation of *Artemia* populations within unpredictable and frequently hostile aquatic habitats.

The onset of diapause is primarily triggered by adverse environmental conditions, such as fluctuations in temperature, salinity, and oxygen levels, or the presence of predators [4]. Upon detecting these unfavorable conditions, embryos of *Artemia* defer their developments to avoid hatching into potentially inhospitable surroundings. Throughout diapause, *Artemia* embryos undergo various physiological transformations, notably a reduction in metabolic activity. Entering a state of metabolic arrest, they conserve energy to endure adverse conditions for prolonged periods [5]. A high-energy substance called diguanosine (Gp4G) is preferentially utilized over conventional energy storage substances such as trehalose, glycogen, and glycerol during diapause [6]. The duration of diapause varies depending on environmental conditions. In some instances, diapause may persist for months or even years until the external environment become more conducive. After diapause termination, metabolic processes within the embryo are reactivated, leading to resumption of protein synthesis, cell division, and overall growth.

The mechanisms governing EDT in *Artemia* are complex and involve a combination of factors including environmental cues, hormonal fluctuations, and the engagement of specific genes and molecular pathways. The primary trigger for diapause termination is the recognition of improved environmental conditions, such as stable temperatures, optimal salinity levels, and the absence of stressors or predators [7,8]. Upon detection of these favorable cues, the embryo receives signals to resume development. Hormonal regulation likely constitutes another critical aspect of diapause termination. A diapause hormone receptor-like gene (Ar-DHR) has been identified in *Artemia*. It is located on the cell membrane of the pre-diapause cyst but is then found in the cytoplasm of the diapause cyst [9]. Changes in hormone levels within the embryo likely play a role in initiating the exit from diapause and promoting subsequent development. Additionally, genetic and molecular factors contribute to the termination of diapause in *Artemia*. Specific genes are either activated or suppressed to coordinate the resumption of embryonic development. Jia et al. [10] discovered a correlation between EDT and *Artemia* DEK (Ar-DEK), a nuclear factor protein. This correlation was observed through an increase in euchromatin and a decrease in heterochromatin. Furthermore, their research identified a connection between the Wnt signaling pathway and the EDT process in *Artemia*. Lin’s research team identified several genes crucial for diapause termination and cell cycle regulation during early embryonic development in *Artemia*. These genes include apoptosis inhibitor 5 (API5) [11], P53 and DNA damage-regulated gene 1 (pdrg1) [12], retinoblastoma binding protein 4 (RBBP4) [13], and glycerol kinase (GK) [14]. The activation of embryos is a swift process, with alterations in transcription levels observable within 30 min after dormancy is disrupted, peaking after 5 h [15,16].

The mechanism of *Artemia* EDT is a finely tuned survival strategy, enabling these small crustaceans to optimize the likelihood of their offspring hatching and flourishing in the dynamic aquatic environments they inhabit. Comprehensive investigation into the diapause termination mechanism aids researchers in comprehending how *Artemia*’s physiological activities are regulated in response to environmental shifts. However, to date, only a handful of environmental factors and genes have been identified as influencing the EDT process. The molecular mechanism of EDT remains elusive, particularly for the signal transduction process.

To gain a deeper insight into the signal transduction process of EDT, we conducted an analysis of the gene expression profile of *Artemia* cysts at 30 min after EDT, which represents the initial phase of the EDT process, using ATAC-seq and RNA-seq techniques. The profile was compared with that of the diapause stage and 5 h after EDT to validate the differentially expressed genes (DEGs) related to the signal transduction pathways and GPCRs in different stages of EDT through GO enrichment analysis and structural examination. The identification of signal transduction pathways and GPCRs provides crucial insights for further exploring the EDT mechanism in *Artemia*.

## 2. Materials and Methods

### 2.1. Artemia Hatching and Culture

*Artemia parthenogenetica* cysts (provided by the Asian Regional *Artemia* Reference Center, ARARC, Tianjin, China) were collected at Ebinur Lake and reactivated after dehydration and refrigeration treatment to break diapause. At 30 min after diapause breaking, the dry cysts were thoroughly rehydrated in ice-cold 30‰ artificial seawater and reactivated in 30‰ artificial seawater at 28 °C under continuous illumination. The reactivated cysts were collected, placed in liquid nitrogen immediately, and then preserved in a −80 °C refrigerator. The cell activity of the samples was assessed with a Trypan blue assay and quantified.

### 2.2. Experiment Design for ATAC-Seq and RNA-Seq

The *A. parthenogenetica* cysts collected 30 min after EDT were categorized as the ArR_30min group. A total of three biological replicates were collected, labeled as ArR_30min_1, ArR_30min_2, and ArR_30min_3. In preparation for subsequent sequencing, each of the samples was divided into two parts: one for ATAC-seq and the other for RNA-seq analysis. The sequencing results of ArR_30min were then compared with the ATAC-seq and RNA-seq data of *A. parthenogenetica* cysts collected at the diapause stage (ArD_0h group) and 5 h after EDT (ArR_5h group), all obtained from the same batch of cyst samples. These data were sourced from the GEO database under the accession numbers GSE248452 (ATAC-seq data for ArD_0h and ArR_5h groups) and GSE249417 (RNA-seq data for ArD_0h and ArR_5h groups). Each group comprised three biological replicates, labeled as ArD_0h_1, ArD_0h_2, ArD_0h_3, ArR_5h_1, ArR_5h_2, and ArR_5h_3. The comparison of ATAC-seq datasets resulted in the ATAC-seq DEGs for ArR_30min vs. ArD_0h (referred to as the ‘0–30 min’ group) and ArR_5h vs. ArR_30min (referred to as the ‘30 min–5 h’ group). Similarly, the comparison of RNA-seq datasets resulted in the RNA-seq DEGs for the ‘0–30 min’ group and ‘30 min–5 h’ group. To identify the genes with consistent expression patterns and chromatin accessibility, the DEGs in ATAC-seq and RNA-seq of the ‘30 min–5 h’ group were compared to identify the integrated DEGs (IDEGs) of the ‘0–30 min’ group. Similarly, the DEGs in ATAC-seq and RNA-seq of the ‘30 min–5 h’ group were compared to identify the IDEGs of the ‘0–30 min’ group. An illustration of the experimental design is shown in Figure 1.

### 2.3. ATAC Sequencing and Analysis

ATAC-seq was conducted as previously reported [17,18,19]. In brief, nuclei were extracted from each sample, and the nuclei pellet was re-suspended in Tn5 transposase reaction mix. The transposition reaction was then incubated at 37 °C for 30 min. Following transposition, equimolar amounts of adapter 1 and adapter 2 were added. Subsequently, PCR was performed to amplify the libraries. After PCR amplification, the libraries were purified using AMPure beads, and their quality was assessed with a Qubit instrument. The index-coded samples were clustered on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Once cluster generation was completed, the library preparations were sequenced on an Illumina HiSeq platform (Illumina, San Diego, CA, USA), producing 150 bp paired-end reads.

After sequencing, Nextera adaptor sequences were trimmed from the reads using skewer (0.2.2). Subsequently, these reads were aligned to the *A. franciscana* genome (NCBI assembly ID ASM3288406v1) using BWA (version 0.7.12-r1039, Cambridge, UK) [20] with standard parameters. Following alignment, the reads were filtered for high quality based on criteria including a MAPQ ≥ 13 (i.e., *p* ≤ 0.05), exclusion of mitochondrial chromosomes, and retention of properly paired reads longer than 18 nucleotides. Data quality was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 10 May 2023, Cambridge, UK), and peak calling was performed using Macs2 software (version 2.2.7.1, Boston, MA, USA) [21]. Simulations of peaks called per input read utilized aligned and de-duplicated BAM files without any additional filtering.

The enrichments of peaks in the ArR_30min group were compared with those of the ArD_0h and ArR_5h groups, respectively. Differential peak analysis was carried out using the DESeq2 R package (version 1.20.0, Boston, MA, USA) [22], where peaks with |log2.FoldEnrich| > 1 were identified as differential peaks. The ChIPseeker R package (version 1.38.0, Hong Kong, China) [23] was employed to analyze the distribution of peaks in different functional regions, following a designated priority order: promoter, UTR, exon, intron, downstream TTS, and distal intergenic regions. In cases where a peak spanned both the promoter region of one gene and the UTR region of another gene, the priority order determined it as belonging to the promoter region rather than the UTR region. For Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation of genes associated with differentially expressed peaks, GOseq (version 4.10.2, Parkville, Australia) [24] and KOBAS (version 3.0, Beijing, China) [25] software were utilized, respectively.

### 2.4. RNA Sequencing and Analysis

The mRNA-Seq experiments were conducted by Novogene (Beijing, China) using Illumina high-throughput sequencing technology. Initially, total RNA was isolated from *Artemia* cysts using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA), followed by treatment with RNase-free DNase I to eliminate any potential genomic DNA contamination. RNA integrity was assessed using the RNA Nano 6000 Assay Kit on the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Sequencing libraries were generated with the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Beverly, MA, USA). Library quality was evaluated using the Agilent Bioanalyzer 2100 system. Index-coded samples were clustered on a cBot Cluster Generation System with a TruSeq PE Cluster Kit v3-cBot-HS (Illumina). Subsequently, the prepared libraries were sequenced on an Illumina NovaSeq platform, yielding 150 bp paired-end reads.

After sequencing, the original image data were processed into sequencing data via base calling to generate raw reads. Clean data, including clean reads, were obtained by filtering out raw reads containing adapters or poly-N sequences or exhibiting low quality. Subsequently, the quality of clean data was assessed in terms of Q20, Q30, and GC content. All subsequent analyses were conducted using high-quality clean data. The *A. franciscana* genome (NCBI assembly ID ASM3288406v1) served as the reference genome for genome mapping. An index of the reference genome was constructed using Hisat2 (version 2.0.5, Baltimore, MD, USA) [26], and paired-end clean reads were aligned to the reference genome using the same software. Reads mapped to each gene were quantified using FeatureCounts (version 1.5.0-p3, Parkville, Australia) [27]. The FPKM (fragments per kilobase of transcript sequence per million base pairs sequenced) value for each gene was calculated based on its length and the number of reads mapped to it.

Gene expression levels in the samples from the ArR_30min group were compared with those from the ArD_0h and ArR_5h groups. To identify DEGs, a differential expression analysis was conducted using the DESeq2 R package (1.20.0). The resulting *p*-values were adjusted using the Benjamini and Hochberg method to control the false discovery rate. Genes with an adjusted *p*-value (Padj) ≤ 0.05 and |log2.Fold_change| > 1 were considered differentially expressed. Enrichment analysis of GO and KEGG for the DEGs was performed using GOseq (version 4.10.2, Parkville, Australia) [24] and KOBAS software (version 3.0, Beijing, China) [25], respectively. The ATAC-seq and RNA-seq data were deposited in the GEO database with the accession numbers GSE254934 and GSE254935.

### 2.5. Integration Analysis of ATAC-Seq and RNA-Seq

The expression profiles of the DEGs in the ATAC-seq and RNA-seq results were compared. Specifically, the up-regulated DEGs in RNA-seq were compared with the genes associated with up-regulated peaks in ATAC-seq, while the down-regulated DEGs in RNA-seq were compared with the genes associated with down-regulated peaks in ATAC-seq. In cases where a gene was associated with both up-regulated and down-regulated peaks in the ATAC-seq results, its expression profile consistent with the RNA-seq data was retained. Genes exhibiting consistent expression profiles in both methods were subjected to GO and KEGG enrichment analysis.

### 2.6. Structural Analysis of Candidate GPCR Proteins

To further identify candidate GPCR genes, the transmembrane helix (TMH) structure, secondary structure, and tertiary structure of the proteins encoded by these candidate genes were analyzed. The TMH structure of the proteins was predicted using TMHMM (https://services.healthtech.dtu.dk/service.php?TMHMM-2.0, accessed on 2 February 2024) [28]. The secondary and tertiary structures of the proteins were predicted using PredictProtein (https://predictprotein.org/, accessed on 2 February 2024) [29] and SWISS-MODEL (https://swissmodel.expasy.org/, accessed on 2 February 2024) [30], respectively.

## 3. Results

### 3.1. Landscape of Accessible Chromatin Regions in Artemia Cysts Based on ATAC-Seq

ATAC-seq was performed to examine the landscape of genomic chromatin accessibility in the samples of the ArR_30min group. Raw data from ATAC-seq underwent initial trimming to obtain clean data for subsequent analysis. Details of data trimming and the quality control for both the raw and clean data are provided in Table 1. Clean data were then aligned to the reference genome. In the ATAC-seq analysis, the number of reads that uniquely and non-duplicatedly mapped to the reference genome was utilized. Accordingly, the clean data were filtered to select uniquely mapped reads, and any duplicated reads mapping to the same reference sequence were eliminated. The results of genome mapping are summarized in Table 2. The mappabilities of all samples exceeded 93%, indicating a high mapping ratio. On average, 53.4% of the uniquely mapped reads remained after deduplication across all samples. The distribution of mapped reads across gene bodies and transcriptional start sites (TSSs) revealed a high signal intensity in the TSS region, indicative of the high quality of the ATAC-seq data (Figure 2).

To further assess the quality of the ATAC-seq data, Pearson and Spearman correlation analyses were conducted among samples of the ArD_0h, ArR_30min, and ArR_5h groups based on the signals of merged peaks from all samples. 

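The ArD_0h and ArR_5h libraries were analysed here, with 3 biological replicates per group, and the ArR_30min libraries were not analysed here. ArD_0h stands for *A. parthenogenetica* cysts in diapause and ArR_5h for cysts of the same batch 5 h after EDT. In ATAC-seq the Tn5 transposase cuts and tags open chromatin, so that the count of reads in a peak follows the accessibility of that stretch of DNA. The authors' table listed 112790 merged peaks on 2100 contigs of the *A. franciscana* assembly, with a whole-number count in each library and the nearest of 12010 genes. The peaks were 200 to 4011 bp wide, with a median of 328 bp. The counts in peaks summed to 6557546, 6492091 and 5239170 in replicates 1, 2 and 3 of ArD_0h and to 9366963, 8708731 and 5497870 in those of ArR_5h. They made up 10.6%, 13.0% and 12.7% of the library totals behind the authors' RPM values in ArD_0h and 14.8%, 14.6% and 13.7% in ArR_5h. The mean share was 12.1% ± 1.27 (SD, n = 3) in ArD_0h and 14.4% ± 0.583 (SD, n = 3) in ArR_5h (exact permutation test, 2-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Counts were normalized by TMM, and levels are given in CPM, the counts in peaks scaled to a common TMM-normalized library size. The 112211 peaks that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A peak was called higher or lower in ArR_5h at an adjusted p of at most 0.05 and a log2 difference above 1 in size, the limit that the paper sets on fold enrichment. A peak within 3000 bp of a TSS was counted as a promoter peak, and one outside promoters and every listed gene body as distal intergenic.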

The results are displayed in Figure 3. A correlation coefficient closer to 1 indicates a higher degree of similarity in expression patterns between samples. As depicted in Figure 3, the samples in the ArR_30min group exhibited a high degree of similarity, with coefficients exceeding 0.96, indicating strong correlations within this group. Moreover, the similarities between the three samples of the ArR_30min group and those of the ArD_0h and ArR_5h groups were so great that they were essentially identical, further confirming the high quality of the samples. Subsequent to read mapping, peak calling was performed, and the results of this analysis are presented in Table 2.

### 3.2. DEG Analysis of ATAC-Seq

The “FoldEnrich” values of each peak were compared among the ArD_0h, ArR_30min, and ArR_5h groups. 

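Over the whole interval from diapause to 5 h after EDT, few peaks at transcription start sites fell in accessibility, and most peaks that fell lay in distal intergenic DNA. Of the 3565 tested peaks overlapping a TSS, 980 (27.5%) were higher in ArR_5h and 35 (0.982%) were lower, with a median log2 difference of 0.71 between ArR_5h and ArD_0h. These peaks held 3.04%, 6.18% and 6.37% of the counts in ArD_0h replicates 1, 2 and 3 and 8.18%, 7.83% and 7.11% in those of ArR_5h (n = 3 each; exact permutation test, 2-sided p = 0.1, the smallest possible). Without ArD_0h replicate 1, the lowest, 13.6% of the peaks overlapping a TSS were higher and 0.954% lower, against 11.5% and 13.3% of those 30000 to 100000 bp from a TSS. Once the trend on level was removed, 15.1% of the peaks overlapping a TSS were higher and 1.18% lower, against 14.6% and 13.2% at 30000 to 100000 bp, so the higher share at the TSS nearly met that elsewhere while the lower share stayed apart. Of the 20382 peaks over 100000 bp from a TSS, 13.0% were higher and 22.3% lower, but 17.0% and 16.2% when scaled by the library totals behind the RPM values.
In all, 16261 of the 112211 tested peaks (14.5%) were higher in ArR_5h and 17091 (15.2%) were lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Promoter peaks made up 1739 of the higher peaks (10.7%, 95% exact binomial interval 10.2% to 11.2%) and 466 of the lower ones (2.73%, 2.49% to 2.98%), against 8.63% of all tested peaks. Both without ArD_0h replicate 1 and after removal of the trend on level, they made up 8.61% of the higher peaks, no more than of all tested peaks. Gene bodies held 7426 of the higher peaks (45.7%) and 4824 of the lower ones (28.2%). Distal intergenic regions held 7096 of the higher peaks (43.6%) and 11801 of the lower ones (69.0%), against 52.1% of all tested peaks. The intervals cover counting error only. The higher peaks were assigned to 6148 nearest genes and the lower ones to 6351, and 3399 genes had peaks of both kinds. Higher peaks were 48.8% of the called peaks, but 64.0% (21191 higher and 11922 lower) with the library totals behind the RPM values, a scaling chosen after the values were seen that moved the median over all peaks by 0.15. Without ArR_5h replicate 1, 11373 peaks were higher and 9561 lower.

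**Figure D1:**
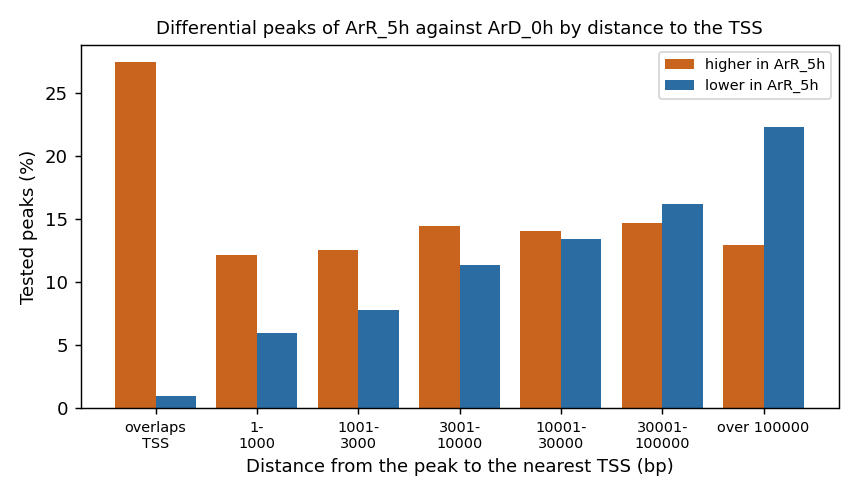
Share of the tested peaks (y axis, %) that were higher (orange) or lower (blue) in ArR_5h than in ArD_0h, by distance to the nearest TSS (x axis, bp). The share of higher peaks is 27.5% where the peak overlaps the TSS and 13.0% at over 100000 bp, and that of lower peaks 0.982% and 22.3%, but the higher shares were 13.6% and 9.79% without ArD_0h replicate 1, 15.1% and 12.9% once the trend on level was removed, and with the library totals behind the RPM values 17.0% of the peaks at over 100000 bp were higher and 16.2% lower.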

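Among genes to which Supplementary File S1 gives functional terms, and among called promoter peaks of at least median level with all libraries moving the same way, the 10 genes with the largest gains had log2 differences of 1.86 to 2.20 between ArR_5h and ArD_0h. The copy of that file used here holds the first 567 of the 786 rows for the paper's ‘0–30 min’ group and none for its ‘30 min–5 h’ group. The promoter of evm.TU.ctg395.6, annotated with regulation of cell division, gained most among these 10. All 8 peaks of this gene were higher in ArR_5h, of which 5 kept their call without ArR_5h replicate 1. The gene lies on the contig with the largest mean rise among 895 contigs, where 46 of 93 tested peaks were higher. Its peak on ctg395 from 185968 to 186318, 1472 bp from the TSS, held 1.54 ± 0.826 CPM (SD, n = 3) in ArD_0h and 7.05 ± 2.48 (SD, n = 3) in ArR_5h, a log2 difference of 2.20 (standard error 0.414, adjusted p = 0.000555 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At evm.TU.ctg401.3_evm.TU.ctg401.4, a uridylyltransferase, the peak over the TSS went from 7.91 ± 3.56 to 32.6 ± 3.66 CPM (SD, n = 3 each), a log2 difference of 2.05. At evm.TU.ctg38.21, annotated with DNA binding, the peak over the TSS went from 4.94 ± 3.70 to 20.2 ± 3.11 CPM (SD, n = 3 each), a log2 difference of 2.03. The TSS of evm.TU.ctg649.17 (GTP binding) rose by 1.90 and that of evm.TU.ctg325.23, an inositol trisphosphate kinase, by 1.86 on the log2 scale. Promoter peaks also rose at evm.TU.ctg744.27 (GPCR signaling pathway, 1.95), evm.TU.ctg508.19 (protein binding, 1.92), evm.TU.ctg921.11 (chromatin binding, 1.89), evm.TU.ctg284.40 (oxidoreductase, 1.87) and evm.TU.ctg197.4 (tubulin binding, 1.86). Adjusted p over these 10 genes ranged from 0.000174 to 0.00138 in edgeR's test. No gene in the rows of that file used here had a lower promoter peak that met the same conditions. The paper counts most of the 786 genes of that group as up-regulated. Promoter peaks also made up only 466 of the 17091 lower peaks. The lack of lower promoter peaks among these genes therefore says little. These rows list genes that the study picked partly on the ArD_0h libraries, so their direction is not independent evidence.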

A total of 6492 differential peaks were identified in the ‘0–30 min’ group, comprising 2584 up-regulated and 3908 down-regulated peaks. In the ‘30 min–5 h’ group, 6245 differential peaks were identified, with 4372 up-regulated and 1874 down-regulated peaks. The functional regions of each peak on the genome were annotated and categorized into promoter-TSS, UTR, exon, intron, downstream gene start site (TSS), and distal intergenic regions. The promoter-TSS region is typically enriched in the TSS. The distribution of functional regions among differential peaks is illustrated in Figure 4. Distal intergenic and intron regions accounted for the largest proportion of differential peaks. In the ‘0–30 min’ group, 13% of up-regulated peaks and 2% of down-regulated peaks were enriched in the promoter-TSS region. In contrast, in the ‘30 min–5 h’ group, only 3% of up-regulated peaks and 6% of down-regulated peaks were enriched in the promoter-TSS region.

The 6492 differential peaks identified in the ‘0–30 min’ group were associated with 4261 genes, which were considered DEGs. Among these DEGs, 1880 were linked to up-regulated peaks, and 2381 were linked to down-regulated peaks. In the ‘30 min–5 h’ group, the 6245 differential peaks were related to 4312 genes, which were also considered DEGs. Among these DEGs, 2784 were associated with up-regulated peaks, and 1528 were associated with down-regulated peaks. GO enrichment analysis of the DEGs in the two groups revealed distinct patterns. In the biological process category, a significant number of DEGs were associated with organic substance, nitrogen compound, and macromolecule metabolic processes. Moreover, regulatory processes exhibited high activity in both groups. In terms of the cellular compartment and molecular function analysis, the DEGs were predominantly enriched in the membrane and cell parts, with binding and catalytic activity (Figure 5). The GO enrichment analysis of DEGs suggested that metabolic and regulatory processes in *Artemia* cells undergo significant changes within 5 h after EDT. Therefore, it is imperative to conduct a detailed analysis of the EDT process at different stages.

### 3.3. Gene Expression Profiles in Artemia Cysts Based on RNA-Seq

Total RNA was extracted from the ArR_30min samples to obtain *Artemia* RNA-seq data. The original raw data underwent filtering, and the sequenced error rate and GC content distribution were assessed to obtain clean reads for subsequent analysis. After quality control, the clean reads were mapped to the reference genome. The results are presented in Table 3. The percentage of Q20 exceeded 97% for all samples, while that for Q30 exceeded 93%, indicating high sequencing quality. The GC percentages were consistent across all samples, ranging from 39.67 to 39.87%. The average percentage of mapped clean reads to the reference genome in ArR_30min samples was 89.20%, further demonstrating the robust quality of the sequencing results. Most of the mapped reads were distributed in the exonic and intergenic regions of the genome, with only a small portion (approximately 4.78%) located in intronic regions (Figure 6). Reads mapped to intronic regions may originate from precursor mRNA or introns retained due to alternative splicing events. Reads mapped to intergenic regions may be attributed to non-coding RNA (ncRNA), minimal DNA fragment contamination, or potential gaps in genome annotation.

Through the analysis of DEGs, a total of 4303 DEGs were identified in the ‘0–30 min’ group, with 2414 DEGs up-regulated and 1889 DEGs down-regulated. In the ‘30 min–5 h’ group, 5815 DEGs were identified, consisting of 2999 up-regulated and 2816 down-regulated DEGs.

The GO enrichment analysis of these DEGs revealed similar patterns in both the ‘0–30 min’ and ‘30 min–5 h’ groups. In the biological processes category, these DEGs were primarily enriched in processes related to macromolecule modification, protein modification, various metabolic and biosynthetic processes, responses to stimuli, cell communication, and signaling processes. Cellular localization analysis indicated that these DEGs were predominantly located in membrane-bound organelles, macromolecular complexes, and the cytoplasm. Furthermore, these DEGs were often associated with DNA binding and transferase activity (Figure 7). The enriched annotations of the DEGs indicated substantial changes in metabolic processes following the reactivation of *Artemia* cysts, with increased cell communication potentially mediated by the signaling system.

### 3.4. Integration Analysis of ATAC-Seq and RNA-Seq

The genes associated with differential peaks from the ATAC-seq data were compared with the DEGs from the RNA-seq data. DEGs that were common and exhibited the same expression profile were referred to as IDEGs in the subsequent analysis. The IDEGs found in the ‘0–30 min’ and ‘30 min–5 h’ groups are presented in Table 4. In both groups, the number of up-regulated genes was higher than that of down-regulated genes, suggesting that within the initial 5 h of EDT occurrence, cellular activity continued to enhance. Cells stimulated metabolism and developmental processes by expressing a greater number of genes.

Although both groups had over 700 IDEGs each, they only shared 131 genes in common. Among these, 39 genes exhibited inconsistent regulation between the two groups, leaving only 92 genes that were common and consistently up-regulated or down-regulated in both groups. This indicates significant changes in the *Artemia* cyst cells during the first 30 min and 30 min to 5 h after the initiation of EDT, with substantial differences in metabolic and regulatory processes.

The results of the GO enrichment analysis for the IDEGs are shown in Figure 8. In terms of biological processes, these genes were primarily enriched in biological regulation and metabolic processes, including organic substance, nitrogen compound, and macromolecule metabolic processes. The distinction between the ‘0–30 min’ and ‘30 min–5 h’ groups lay in the fact that biosynthetic processes were more active in the former, while biological regulation was more prominent in the latter. This indicates that during the initiation of the EDT process, certain biological molecules related to reactivation and developments are synthesized initially, followed by a gradual increase in the activation of regulatory processes. Among the 92 DEGs that exhibited consistent regulation in both groups, 34 genes were enriched in metabolic processes, while only 17 genes were enriched in biological regulation processes. This suggests that changes in regulatory processes were more pronounced during the 30 min and 5 h periods of EDT compared to metabolic processes.

Regarding cellular components, the DEGs in both groups were predominantly located in the membrane and cell part. In terms of molecular function, the DEGs were primarily associated with binding and catalytic activity. The only difference observed was that the ‘0–30 min’ group had a higher number of genes related to small molecular binding, while the ‘30 min–5 h’ group had a higher number of genes related to metal ion binding (Supplementary File S1).

To further investigate the regulation of EDT, the distribution of DEGs involved in the “regulation of biological processes” (GO:0050789) in the two groups was analyzed. As depicted in Figure 9, in both groups, “regulation of cellular process” and “signaling” play predominant roles in the regulatory process. Within the “signaling” process, only eight genes were shared in both groups, indicating significant differences in the signaling regulation processes during the initial 30 min and 5 h of EDT. A commonality between these two stages is that the signaling genes in both groups are predominantly enriched in “signal transduction”, signifying the crucial role of signal transduction in the EDT and development of *Artemia* cysts.

Upon further analysis of the DEGs related to signal transduction, it was observed that they primarily function in the “G protein-coupled receptor signaling pathway” and the “cell surface receptor signaling pathway”. This suggests that *Artemia* primarily transmits signals through intracellular signaling pathways after receiving signals through cell surface receptors such as GPCRs. The difference lies in the fact that in the ‘0–30 min’ group, the hormone-mediated signaling pathway is enriched among the DEGs, indicating that hormones may play a crucial role at the outset of EDT. Among the DEGs involved in the G-protein-coupled receptor signaling pathway, 5 genes were identified to have GPCR activity (GO:0004930) in the ‘0–30 min’ group, and 10 genes exhibited GPCR activity in the ‘30 min–5 h’ group. These genes were thus considered as candidate GPCR genes that may play a significant role in the EDT and reactivation of *Artemia* development. However, it is noteworthy that there was no overlap in the genes with GPCR activity between the two groups, suggesting that the GPCR-associated signaling transduction processes within the first 30 min and 5 h after EDT may be entirely distinct.

### 3.5. Structural Analysis of Candidate GPCR Genes

The distinguishing feature of GPCRs is the presence of 7-TMHs. To further confirm the identity of candidate GPCR genes, the TMHs, secondary structures, and tertiary structures of the proteins encoded by the candidate GPCR genes were analyzed using TMHMM, PredictProtein, and SWISS-MODEL software, respectively. The results revealed that in the ‘0–30 min’ group, three proteins were structurally confirmed to possess GPCR characteristics according to at least two of the software tools, while in the ‘30 min–5 h’ group, two proteins were similarly confirmed (Table 5, Supplementary Files S2–S4). All three of the identified GPCR genes were up-regulated in the ‘0–30 min’ group, whereas evm.TU.ctg441.12 was down-regulated and evm.TU.ctg179.30 was up-regulated in the ‘30 min–5 h’ group.

### 3.6. Time-Series Analysis of IDEGs

The analysis of the ‘0–30 min’ and ‘30 min–5 h’ groups reflected the differential expression of genes in different stages of EDT. In order to further investigate the continuous expression of genes during the 5 h after DET, a time-series analysis of the common IDEGs in the two stages was performed. The ‘0–30 min’ and ‘30 min–5 h’ groups contained 786 and 850 IDEGs, respectively. The common IDEGs in the two groups were extracted and 131 genes were finally found (Figure 10A). The small numbers of common IDEGs further proved the significant differences in metabolic and regulation processes between these two stages. According to differential expression patterns, these genes were divided into four groups: genes up-regulated in both the ‘0–30 min’ and ‘30 min–5 h’ groups (up–up IDEGs); genes up-regulated in the ‘0–30 min’ group but down-regulated in the ‘30 min–5 h’ group (up–down IDEGs); genes down-regulated in the ‘0–30 min’ group but up-regulated in the ‘30 min–5 h’ group (up–down IDEGs); and genes down-regulated in both the ‘0–30 min’ and ‘30 min–5 h’ groups (down–down IDEGs). The expression profiles of the IDEGs in the four groups are displayed in Figure 10A,B. GO enrichment analysis was performed on the genes in these four groups, respectively. Most genes were enriched in “metabolic process” (GO:0008152) and “biological regulation” (GO:0065007). In terms of the genes involved in “biological regulation”, there were a total of 22 genes, with the majority distributed in the up–up group (17 genes). The up–down and down–up groups each only contained two and three genes, respectively, while the down–down group did not contain any regulatory genes. This suggests that over time, the majority of regulatory genes with continuously changing expression are up-regulated, indicating a gradual activation of cellular regulation during the EDT process. Among the 17 regulation related genes in the up–up group, 6 (evm.TU.ctg33.11, evm.TU.ctg470.4, evm.TU.ctg275.1, evm.TU.ctg470.6, evm.TU.ctg756.7, evm.TU.ctg658.6) are involved in the signal transduction process.

## 4. Discussion

### 4.1. Regulation of EDT Process

Embryonic diapause is a fascinating and widely observed biological phenomenon observed in various animal species, particularly invertebrates and some mammals [31]. It serves as a remarkable survival strategy, enabling developing organisms to endure adverse conditions by entering a state of suspended animation [32]. The widespread distribution of embryonic diapause suggests its ancient evolutionary origin and potential shared molecular basis. During diapause, the embryo essentially enters a period of dormancy or quiescence, characterized by significantly reduced metabolic activity and halted development [33].

The initiation and termination of diapause are closely related to environmental factors, but their molecular mechanisms remain unclear. In this study, ATAC-seq and RNA-seq sequencing were conducted on *Artemia* cyst samples at 30 min after EDT, and the results were compared with the sequencing results from cyst samples at the diapause stage and 5 h after EDT to explore the regulatory mechanisms of EDT. During comparative analysis of high-throughput sequencing data at different time points, we observed significant differences in gene expression levels during the first 30 min and at 30 min to 5 h after EDT. By integrating ATAC-seq and RNA-seq sequencing results, 786 and 850 IDEGs were identified in the ‘0–30 min’ and ‘30 min–5 h’ groups, respectively. However, there were only 131 common IDEGs between these two groups, with only 92 IDEGs showing consistent up-/down-regulation patterns. This suggests significant alterations in metabolism and regulation processes within *Artemia* cyst cells during the first 30 min and the subsequent 30 min to 5 h after EDT, with notable differences in the mechanisms underlying these changes. Among the DEGs exhibiting consistent patterns in both stages, there were more genes related to metabolic processes than regulation processes (34 vs. 17), indicating that changes in regulation processes are more pronounced than metabolic processes during the first 30 min and the subsequent 30 min to 5 h after EDT. Among the regulation-related genes, there were 60 and 66 signaling genes in the two stages, respectively, with only 8 of them being the same. Furthermore, when comparing results for the GPCR signaling pathway, which played a dominant role in both groups, it was found that the genes involved in this pathway in the two groups were entirely different. This suggests that the mechanisms of signal transduction processes may be completely different in these two periods. A more detailed stage division should be carried out in future research to deeply analyze the dynamic regulation process of EDT.

In both the ‘0–30 min’ and ‘30 min–5 h’ groups, signaling regulation was mainly mediated through the GPCR signaling pathway and cell surface receptor signaling pathway. In the ‘0–30 min’ group, hormone-mediated signaling pathways also played important roles, which was distinct from the ‘30 min–5 h’ group. In terms of other signaling pathways, both groups involved enzyme-linked receptor protein signaling pathways and Wnt and Notch signaling pathways. However, the specific genes involved in these pathways differed between the two groups. Additionally, the ‘0–30 min’ group included the tachykinin receptor signaling pathway and the neurotrophin signaling pathway, while the ‘30 min–5 h’ group included the neuropeptide signaling pathway. These results indicated that hormones play a crucial role in the first 30 min of EDT. In the 5 h following EDT, classical signaling pathways such as GPCR, Wnt, and Notch are then involved. However, the genes involved in these pathways vary between different time periods. The relationship between the Wnt signaling pathway and EDT is consistent with the findings of Jia et al. [10]. Furthermore, Ouellet et al.’s study [34] also suggests that the Notch signaling pathway is associated with the maintenance and termination of diapause in *C. elegans* embryos. Additionally, we propose that the ‘0–30 min’ and ‘30 min–5 h’ stages contain their own unique signaling regulation pathways.

Based on the time-series analysis of the common IDEGs between the ‘0–30 min’ and ‘30 min–5 h’ groups, most metabolic and regulated related genes were found in the up–up group, indicating that metabolic and regulation processes were activated during the 5 h after EDT. As there were more IDGEs in the ‘30 min–5 h’ group compared to the ‘0–30 min’ group, we surmise that this activation is a gradual process and peaks at 5 h after EDT, which is consistent with the research of Chen et al. [15] and Yu et al. [16]. In the six signal-transduction-related genes, evm.TU.ctg33.11 is a GTPase-activating protein (GAP) for RhoA/Rho1, which plays an essential role in the regulation of the RhoA/Rho1-Drok-MRLC signaling pathway [35]. evm.TU.ctg470.4 is an epidermal growth factor receptor gene that is involved in developmental decisions by transducing signals through the ras-raf-MAPK pathway. evm.TU.ctg275.1 participates in the proton transfer required for signaling transduction through proton-selective channels [36]. evm.TU.ctg756.7 encodes a regulator of G-protein signaling, Loco, which is required for dorsal/ventral axis formation of the egg and embryo [37].

### 4.2. GPCRs Participating in Artemia EDT Process

The GPCR, also known as a seven-transmembrane receptor or heptahelical receptor, is a type of cell membrane receptor protein that spans the cell membrane seven times, forming a distinctive helical structure. GPCRs constitute a diverse and extensive family of proteins present in the cell membranes of various organisms, including human [38], mouse [39], and *Takifugu rubripes* [40]. These receptors play a fundamental role in cellular signal transduction, serving as mediators for transmitting signals from the extracellular environment into the interior of the cell. They are crucial in facilitating the cellular response to a wide range of signals, including neurotransmitters, hormones, ions, and even light [41,42]. In insects, GPCRs have been found to interact with diapause hormones as ligands, suggesting their potential involvement in the signaling transduction of the diapause process [43,44].

In this study, we identified 5 and 10 genes with GPCR activity (GO:0004930) in the ‘0–30 min’ and ‘30 min–5 h’ groups, respectively. To further confirm whether these genes encode GPCR proteins, the secondary and tertiary structures of the proteins encoded by them were analyzed using three tools: TMHMM, PredictProtein, and SWISS-MODEL. Based on the distinctive 7-TMH structural characteristic of GPCRs, it was determined that three genes (evm.TU.ctg485.29, evm.TU.ctg71.25, evm.TU.ctg321.8) in the ‘0–30 min’ group and two genes (evm.TU.ctg441.12, evm.TU.ctg179.30) in the ‘30 min–5 h’ group encode proteins with structural characteristics consistent with GPCRs. evm.TU.ctg485.29, evm.TU.ctg71.25, and evm.TU.ctg321.8 were all found to be up-regulated in the ‘0–30 min’ group, suggesting that they are involved in processes occurring during the initial 30 min after EDT. evm.TU.ctg441.12 was found to be down-regulated exclusively in the ‘30 min–5 h’ group, indicating its potential significance as a GPCR during both the diapause stage and the 30 min period after EDT. Additionally, evm.TU.ctg179.30 exhibited up-regulation in the ‘30 min–5 h’ group, suggesting its primary function occurs in the 5 h after EDT.

In the genome annotation of *A. franciscana*, evm.TU.ctg485.29 was identified as an Adhesion GPCR E5, a member of the LN-TM7 subfamily of GPCRs. This receptor is potentially involved in both adhesion and signaling processes shortly after leukocyte activation, playing a crucial role in leukocyte migration. evm.TU.ctg321.8 was annotated as Frizzled-10, a receptor for Wnt proteins. It has been shown to function in the canonical Wnt/beta-catenin signaling pathway and is activated by WNT7A to induce the expression of beta-catenin target genes, as observed in *Gallus gallus* [45]. It belongs to the Fz/Smo family of GPCRs. evm.TU.ctg441.12 is a RYamide receptor belonging to the GPCR1 family, serving as a receptor for the neuropeptides RYamide-1 and RYamide-2 in *Drosophila melanogaster* [46,47]. evm.TU.ctg179.30 falls within the Opsin family of GPCRs, which are integral components of visual pigments. 

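The gene evm.TU.ctg485.29 lies on the plus strand of ctg485 from 1306284 to 1308491. It was the nearest gene of 16 tested peaks, of which 5 were more accessible in ArR_5h cysts than in diapause cysts and the others were not called. No tested peak overlapped the TSS of the gene. Its promoter peak, from 1302990 to 1303297 and -2987 bp from the TSS, just inside the limit of 3000 bp, held 1.67, 7.19 and 4.56 CPM in ArD_0h replicates 1, 2 and 3 and 14.4, 11.6 and 12.4 CPM in those of ArR_5h. Its log2 difference was 1.53 (standard error 0.350, adjusted p = 0.00223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 higher peaks lay beyond the end of the gene, 33421 to 85867 bp from the TSS, with log2 differences from 1.06 to 1.70. At the one 55761 bp from the TSS, DESeq2 gave an adjusted p of 0.127. Without ArD_0h replicate 1, the peaks 85867, 49595 and 33421 bp from the TSS had log2 differences of 0.93, 0.97 and 0.70, under the limit of 1. Once the trend on level was removed, those at 49595 and 33421 bp had 0.98 and 0.71. At 33421 bp, edgeR's test then gave an adjusted p of 0.0886, and one of 0.0936 without ArR_5h replicate 1.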

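Frizzled-10 (evm.TU.ctg321.8) lies on the minus strand of ctg321 from 222221 to 260436, and its 13 tested peaks included 4 that were higher in ArR_5h than in ArD_0h and 2 that were lower. The largest rise was inside the gene, 15232 bp from the TSS, where the peak from 244239 to 245204 held 8.21, 12.1 and 11.0 CPM in ArD_0h replicates 1, 2 and 3 and 35.1, 28.7 and 27.2 CPM in those of ArR_5h. Its log2 difference was 1.54 (standard error 0.296, adjusted p = 0.000634 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Around the TSS, the peak at -223 bp held 6.54, 17.6 and 19.6 CPM in the ArD_0h libraries and 39.6, 32.8 and 29.1 CPM in the ArR_5h libraries, a log2 difference of 1.22. The peak 414 bp inside the gene had a log2 difference of 1.11, and the peak over the TSS itself had one of 0.84 and was not called, but was called higher (1.35) without ArD_0h replicate 2. The remaining higher peak, at -13744 bp, had a log2 difference of 1.26. Both lower peaks lay far upstream, at -52883 bp with a log2 difference of -1.31 and at -163245 bp with one of -1.08. Without ArD_0h replicate 1, which had the lowest CPM at each, the peaks at -223 bp and 414 bp had log2 differences of 0.87 and 0.94, and after removal of the trend on level the former had one of 0.86. Without ArR_5h replicate 1, edgeR's quasi-likelihood test gave adjusted p of 0.061 at -223 bp, 0.0551 at -52883 bp and 0.0633 at -163245 bp, and the last of these had a log2 difference of -0.75 without ArD_0h replicate 2 and -0.94 with the library totals behind the RPM values.

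**Figure D2:**
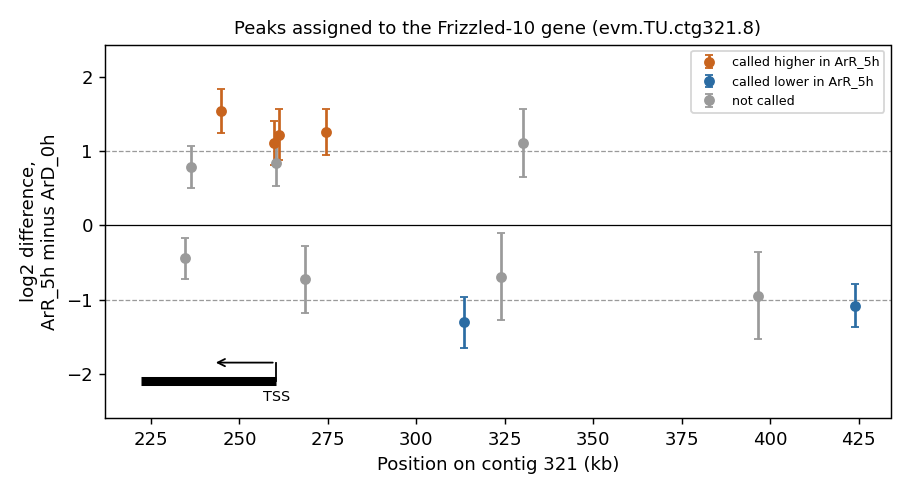
Log2 difference between ArR_5h and ArD_0h (y axis; bars, standard error) at each tested peak of evm.TU.ctg321.8 by position on ctg321 (x axis, kb), with the gene as a black bar, an arrow at its TSS and dashed lines at 1 and -1. Orange points were called higher, blue points lower and grey points neither, and the highest point, at 1.54, lies inside the gene.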

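The RYamide receptor and the opsin family gene differed in the peaks around them. The RYamide receptor gene (evm.TU.ctg441.12) spans ctg441 from 851420 to 1098647 on the minus strand, and 5 of its 11 tested peaks, all inside the gene, were lower in ArR_5h than in ArD_0h. The deepest fall was at the peak from 1076985 to 1077344, 21303 bp from the TSS, which held 6.12, 5.81 and 9.88 CPM in ArD_0h replicates 1, 2 and 3 and 1.24, 2.36 and 2.06 CPM in those of ArR_5h. Its log2 difference was -1.94 (standard error 0.376, adjusted p = 0.000683 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 lower peaks had log2 differences from -1.75 to -1.09. Its promoter peaks were not called: the one over the TSS had a log2 difference of 0.90 and the one 724 bp inside the gene had 0.41. The opsin family gene (evm.TU.ctg179.30) spans ctg179 from 1723215 to 1811059 on the minus strand, and 2 of its 15 tested peaks, both upstream, were higher in ArR_5h. That share is near the 14.5% of all tested peaks that were higher. The peak at -44396 bp held 2.23, 3.67 and 3.04 CPM in the ArD_0h libraries and 9.23, 8.97 and 7.12 CPM in the ArR_5h libraries, a log2 difference of 1.51. The peak at -56539 bp had a log2 difference of 1.37, and the promoter peak 539 bp inside the gene had one of 0.14 and was not called. Of the lower peaks of the RYamide receptor gene, only the one 21303 bp from the TSS was called without each library in turn, and the TSS peak was called higher (1.38) once the trend on level was removed. In edgeR's test, adjusted p reached 0.118 at 49911 bp without ArR_5h replicate 1, 0.273 at 84540 bp without ArD_0h replicate 2, 0.103 at 102868 bp without ArD_0h replicate 1 and 0.0647 at 21930 bp without ArD_0h replicate 3.

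**Figure D3:**
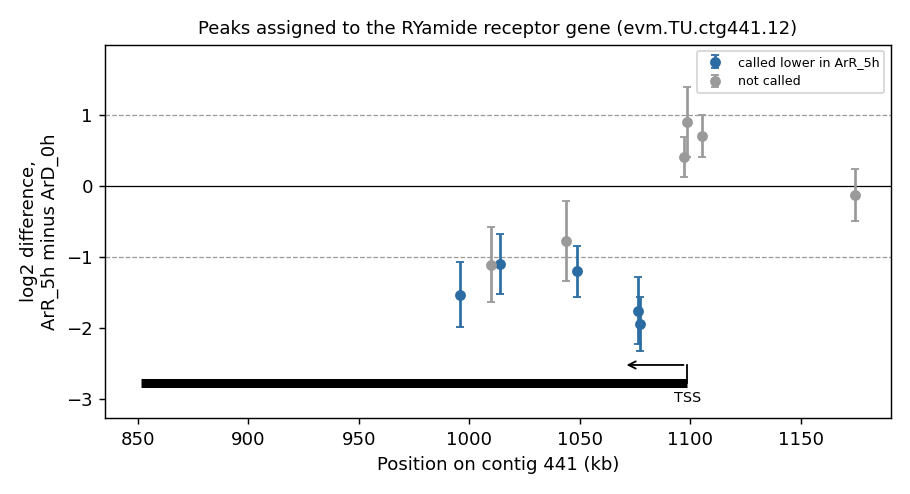
Log2 difference between ArR_5h and ArD_0h (y axis; bars, standard error) at each tested peak of evm.TU.ctg441.12 by position on ctg441 (x axis, kb), with the gene as a black bar, an arrow at its TSS and dashed lines at 1 and -1. The called peaks, in blue, lie inside the gene between -1.94 and -1.09.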

Visual pigments are molecules responsible for light absorption and mediating vision. They consist of an apoprotein, opsin, covalently linked to 11-cis-retinal [48].

## 5. Conclusions

Embryonic diapause is a widely observed evolutionary adaptation phenomenon in various organisms, and yet the mechanisms governing its initiation and termination remain unclear. In this study, we found significant changes in the metabolism and regulation of cyst cells during the initial 30 min and the subsequent 30 min to 5 h after diapause termination. The synthesis of certain diapause-related metabolites and hormone-mediated regulation appeared to be more active within the first 30 min. GPCR and cell surface receptor signaling pathways play a dominant role in signal regulation during EDT, but the specific genes and signaling mechanisms engaged in the first 30 min and the subsequent stages are entirely distinct. This is specifically manifested in different GPCRs active in different stages. In this work, three and two different GPCR genes were identified in the ‘0–30 min’ and ‘30 min–5 h’ groups, respectively. The results of this work provide valuable insights for further research into the regulatory mechanisms underlying diapause and the EDT process in *Artemia* cysts. The concrete function of the signal transduction pathways and GPCRs involved in EDT still needs to be verified in further experiments. In addition, the specific correspondence between different GPCRs and signal transduction pathways is also an interesting topic for future research, which may help researchers to reconstruct the complete signaling transfer chain within cells for the EDT process.

## Figures and Tables

**Figure 1:**
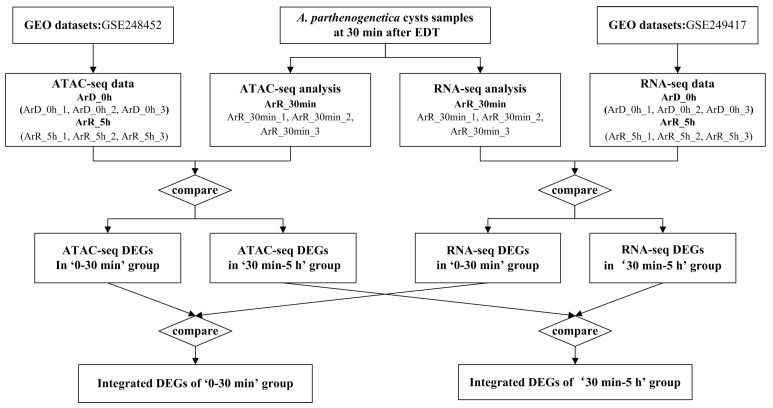
Illustration of the experimental design.

**Figure 2:**
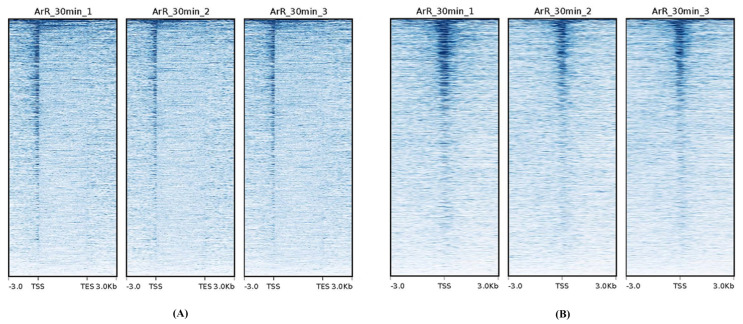
Heatmap of mapped reads’ distributions across the gene bodies (**A**) and TSSs (**B**).

**Figure 3:**
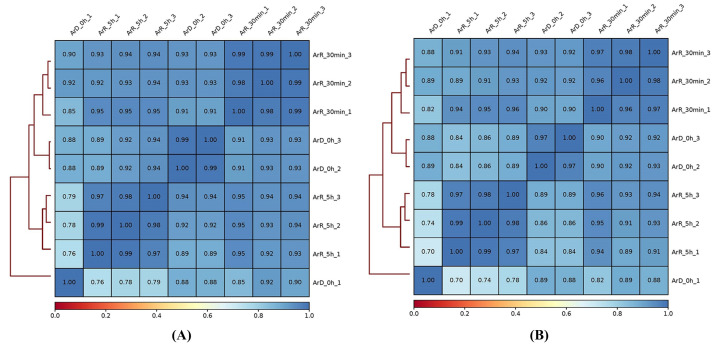
Pearson (**A**) and Spearman (**B**) correlations of reads in the samples.

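The ArR_5h libraries resembled one another closely, whereas ArD_0h replicate 1 lay apart from the other replicates of its group. Over the counts in all 112790 peaks, Pearson correlations between ArR_5h libraries ranged from 0.987 to 0.992 and Spearman correlations from 0.872 to 0.907. ArD_0h replicates 2 and 3 were correlated at 0.996 (Pearson) and 0.829 (Spearman). ArD_0h replicate 1 was correlated with replicates 2 and 3 at 0.912 and 0.905 (Pearson) and at 0.642 and 0.633 (Spearman). Between the groups, Pearson correlations ranged from 0.894 to 0.973. The Spearman correlations between the groups ranged from 0.234, for replicate 1 of ArD_0h and of ArR_5h, to 0.667, for replicate 3 of both. These correlations are across peaks, which are not independent replicates. The first principal component of log2 CPM held 65.0% of the variance and separated the groups, and the second, with 14.7%, set ArD_0h replicate 1 apart from the other ArD_0h libraries. The chi-square per peak, which measures how far the counts of replicates differ, was 2.31 between ArD_0h replicates 2 and 3, 2.46 to 2.99 between ArR_5h libraries, and 7.97 and 7.46 between ArD_0h replicate 1 and replicates 2 and 3. The lowest Pearson correlation between the groups was 0.337 on log2(count + 1) and 0.592 without the 17 peaks above 5000 counts in a library. For counts divided by peak length, the lowest Spearman correlation between the groups was -0.279.

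**Figure D4:**
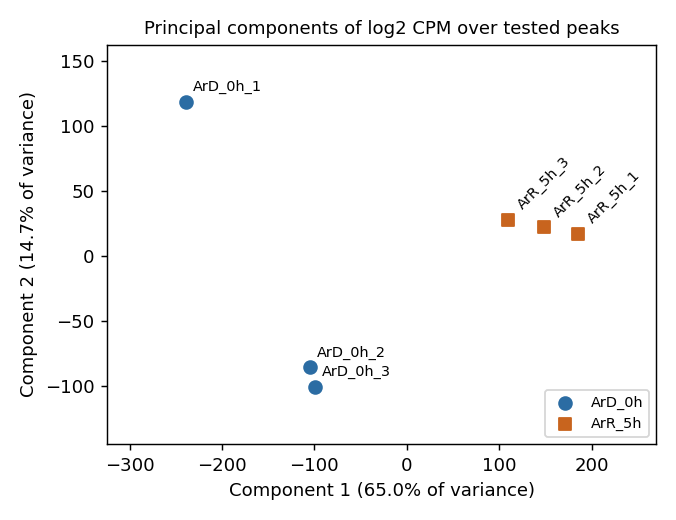
Principal components of log2 CPM over the tested peaks, with component 1 on the x axis, component 2 on the y axis, a circle for each ArD_0h library and a square for each ArR_5h library. ArD_0h replicate 1 lies at 119 on component 2, and ArD_0h replicates 2 and 3 lie at -85.3 and -101.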

**Figure 4:**
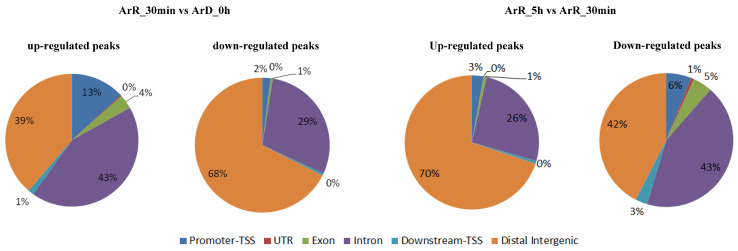
The genome-wide distribution of differential peaks.

**Figure 5:**
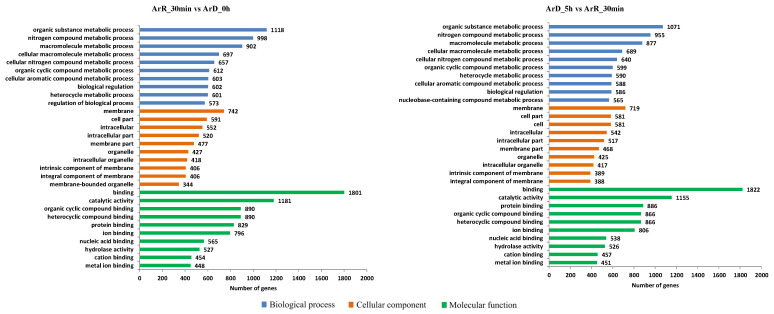
GO enrichment analysis of DEGs from ATAC-seq.

**Figure 6:**
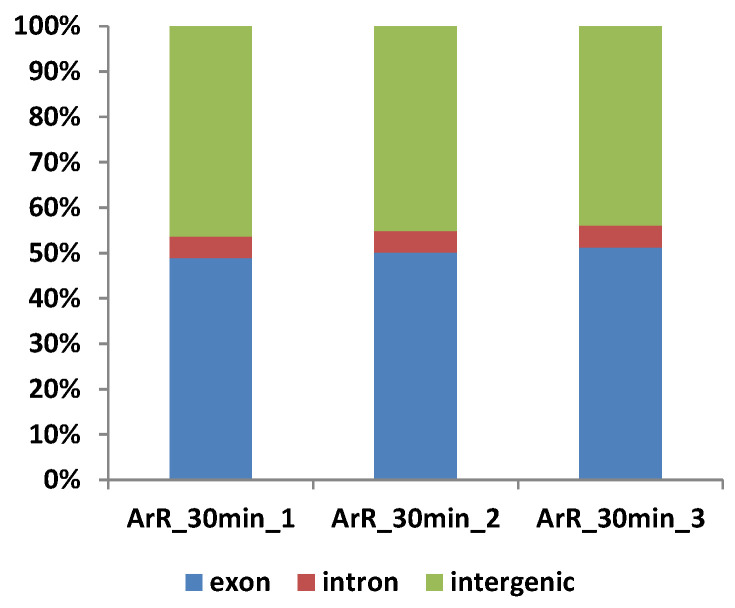
Distribution of mapped reads on *Artemia* genome.

**Figure 7:**
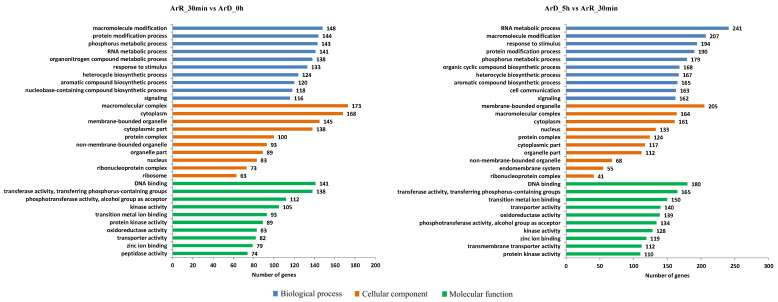
GO enrichment of DEGs from RNA-seq.

**Figure 8:**
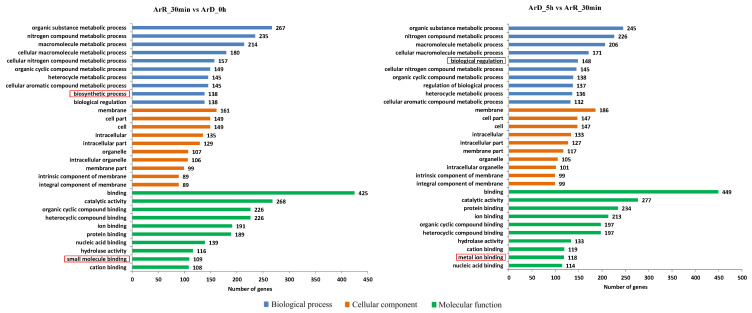
GO enrichment analysis of IDEGs. The main differences between the two groups were marked with red rectangles.

**Figure 9:**
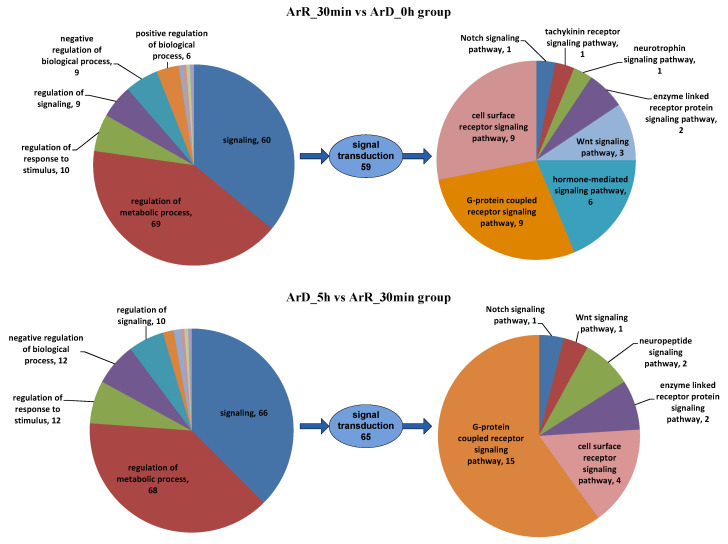
GO enrichment analysis of IDEGs in the regulation of biological process. Arabic numerals represent the number of genes in each GO item.

**Figure 10:**
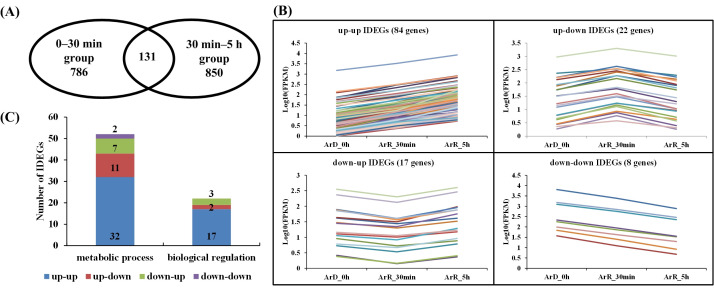
Time-series analysis of the common IDEGs in the 5 h after DET. (**A**) Number of common IDEGs in ‘0–30 min’ and ‘30 min–5 h’ groups. (**B**) Expression profiles of common IDEGs in up–up, up–down, down–up, and down–down groups. The different colors of lines respresent different genes. (**C**) Distribution of IDEGs in metabolic process and biological regulation process in up–up, up–down, down–up, and down–down groups.

**Table 1:** Results of data trimming and quality control.

Sample	Raw_Reads	Clean_Reads	Clean_Ratio	Q20	Q30	Trimmed_with_Adapter
ArR_30min_1	52,357,910	48,803,784	76.96%	96.38%	90.97%	45,083,296
ArR_30min_2	57,169,025	53,476,918	75.86%	96.17%	90.35%	53,291,712
ArR_30min_3	84,056,461	78,227,165	75.02%	96.45%	91.05%	79,721,582

**Table 2:** Results of mapping to reference genome and peak calling.

Sample	Mapped ^1^	Unique_Mapped ^2^	Unique_Mapped_Dedup ^3^	Peak	Summits
ArR_30min_1	45,415,648 (93.06%)	31,888,289 (70.21%)	26,502,687 (54.30%)	15,449	16,887
ArR_30min_2	49,757,224 (93.04%)	34,420,807 (69.18%)	28,434,872 (53.17%)	11,741	12,837
ArR_30min_3	73,026,077 (93.35%)	48,899,473 (66.96%)	41,214,444 (52.69%)	62,877	74,549

^1^ Number of mapped reads (the proportion in parentheses is the percentage of mapped reads relative to clean reads). ^2^ The number of reads with unique alignment positions on the reference sequence (the proportion in parentheses is the percentage of unique_mapped reads relative to clean reads). ^3^ The number of reads after removing the duplicate reads mapping to a unique reference sequence (the proportion in parentheses is the percentage of unique_mapped_dedup reads relative to clean reads).

**Table 3:** Results of RNA-seq.

Sample	Clean Reads	Q20	Q30	GC	Mapped ^1^	Unique_Mapped ^2^
ArR_30min_1	54,938,820	97.9	94.07	39.67	49,010,515 (89.21%)	48,517,386 (88.31%)
ArR_30min_2	41,809,618	97.88	94.04	39.74	37,406,369 (89.47%)	37,033,552 (88.58%)
ArR_30min_3	46,087,654	97.54	93.19	39.87	40,977,822 (88.91%)	40,566,401 (88.02%)

^1^ Number of mapped reads (the proportion in parentheses is the percentage of mapped reads relative to clean reads). ^2^ The number of reads with unique alignment positions on the reference sequence (the proportion in parentheses is the percentage of unique_mapped reads relative to clean reads).

**Table 4:** Comparison of DEGs from ATAC-seq and RNA-seq.

Group	Subject	Up-Regulated	Down-Regulated	Total
‘0–30 min’	ATAC-seq	1880	2831	4261
	RNA-seq	2414	1889	4303
	Common	834	363	1197
	IDEGs	579	207	786
‘30 min–5 h’	ATAC-seq	2784	1528	4312
	RNA-seq	2999	2816	5815
	Common	824	795	1619
	IDEGs	561	289	850

**Table 5:** Prediction of TMHs for the candidate GPCR genes.

Group	Candidate GPCR Genes	TMHMM	PredictProtein	SWISS-MODEL
‘0–30 min’	evm.TU.ctg485.29	7	7	7
	evm.TU.ctg71.25	7	7	7
	evm.TU.ctg321.8	7	7	7
	evm.TU.ctg288.3	5	5	5
	evm.TU.ctg308.1	0	0	6
‘30 min–5 h’	evm.TU.ctg441.12	7	7	7
	evm.TU.ctg179.30	6	7	7
	evm.TU.ctg445.18_evm.TU.ctg445.12	4	5	5
	evm.TU.ctg195.9	4	4	5
	evm.TU.ctg42.32	4	4	4
	evm.TU.ctg41.1	4	3	0
	evm.TU.ctg1716.2	2	5	2
	evm.TU.ctg25.48	0	0	0
	evm.TU.ctg115.32	0	0	0
	evm.TU.ctg179.3	0	0	0

## Data Availability

The ATAC-seq and RNA-seq data have been deposited in the GEO database with the accession numbers GSE254934 and GSE254935.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cimb46040229/s1, Supplementary File S1, The GO annotations of IDEGs in the ‘0–30 min’ and ‘30 min–5 h’ groups. Supplementary File S2, The structure of candidate GPCRs predicted by TMHMM. Supplementary File S3, The structure of candidate GPCRs predicted by PredictProtein. Supplementary File S4, The structure of candidate GPCRs predicted by SWISS-MODEL.

## Abbreviations

EDT	Embryonic diapause termination
DEGs	Differentially expressed genes
TSS	Downstream gene start site
GPCR	G-protein-coupled receptor
TMH	Transmembrane helix

How the deposited data were processed for this re-analysis (not part of the article)

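ATAC-seq libraries of *A. parthenogenetica* cysts were analysed in 2 groups, ArD_0h (diapause) and ArR_5h (5 h after EDT), with 3 biological replicates each from the same batch of cysts. The labels give 28, 29 and 30 °C for the treatment of ArR_5h replicates 1, 2 and 3 and 28 °C in the protocol of all of them, so the temperature of replicates 2 and 3 is not settled. The ArR_30min libraries and the RNA-seq data were not analysed here. The comparison made here is therefore the whole interval from diapause to 5 h, which the paper divides at 30 min.

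For its own ATAC-seq libraries the paper describes adaptor trimming with skewer, mapping with BWA to the *A. franciscana* assembly, removal of reads of low mapping quality, mitochondrial reads and duplicates, peak calling with MACS2 and the distribution of peaks over functional regions with ChIPseeker. The labels of the libraries used here name BWA and MACS2. The paper's text does not name a shift for the Tn5 offset, the tool that counted reads, the tool that linked peaks to genes, or the distance that defines a promoter. The authors' deposited counts are whole numbers for each merged peak and library. The authors' deposited RPM values equal the count plus 1 scaled by 1 total per library, and these totals were recovered from the ratio: 61652324, 50100026 and 41305373 in ArD_0h replicates 1, 2 and 3 and 63171027, 59523686 and 40031919 in those of ArR_5h. The deposited table also gives the distance of each peak to the nearest TSS and the nearest gene in bp. It holds no gene descriptions, no region classes and no p-values of the authors.

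Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM, its filter on low counts, quasi-likelihood test, Benjamini-Hochberg adjustment), without a replicate block. A peak was called at an adjusted p of at most 0.05 and a log2 difference above 1 in size. Of 112790 peaks, 112211 were tested. Standard errors are the log2 difference divided by the square root of the F statistic. Gene lists were tested with camera and fry of limma 3.58.1 on the TMM-normalized counts with the dispersions that edgeR estimated. The preset correlation of 0.01 was used in camera, and again an estimated one. Contigs were compared as means of log2 CPM (prior count of 2) over their tested peaks with limma, for contigs with at least 40 tested peaks. DESeq2 1.42.0 served as another test. Correlations, intervals and exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Exact binomial (Clopper-Pearson) intervals have a level of 95%, and they cover counting error only. Promoters were taken as 3000 bp on each side of a TSS. Coordinates are given as in the authors' table.

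The procedure was tested on simulated counts drawn from the means and library sizes of this comparison, with 112058 peaks in the step. At a log2 difference of 1.5, 63% of 100 changed peaks were recovered, and at 2.5, 99% of 100, with 9 false calls among 111858 unchanged peaks. Each peak was drawn independently, so no library stood apart and no contig moved as a set, as they did in the data. The 9 false calls therefore give no rate of false calls for the data. No peak was changed by a size near the limit of 1. Few peaks were changed, against 33352 called in the data, so the adjustment was stricter in the simulation. Its shares therefore do not give the power in the data. There, 16261 of 16979 peaks above the limit on size were called higher, and 17091 of 19529 lower. The libraries held 5239170 to 9366963 counts in peaks.

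The test, its threshold, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule names every gene ID in the paper's text or Table 5, and the genes of Supplementary File S1 annotated with GPCR, Wnt, Notch or cell surface receptor signaling. It adds, for each direction, the 10 genes with a descriptive name and the largest log2 difference at a called promoter peak, of at least median level and with all libraries moving the same way, and for each list the 3 members with the largest difference in each direction. Descriptive names came from the terms in Supplementary File S1, because the table has none. Values in the paper's Table 5 and text had been read when the lists were fixed. The 2 lists given by gene ID were matched to the table. The other 17 lists, written as gene descriptions (among them heat shock proteins, cell cycle, histones and muscle markers), could not be matched and are not reported. Other alternatives were chosen after the data were seen: the library totals behind the RPM values, the threshold on the log2 difference without an adjusted p, a promoter distance of 1000 bp, counts divided by peak length, and correlations without the 17 peaks above 5000 counts. The authors' own p-values could not serve as an alternative, since the table has none. No genome sequence was used here, so GC content was not tested.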

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

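The tests on other splits of the libraries, on TSS peaks of equal level, on the distance of ArD_0h replicate 1 from the ArR_5h libraries at equal level, and on noise of single libraries were chosen after the results were seen. The contigs and single peaks named here were singled out from their values, as signals at places the paper does not discuss.

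Peaks overlapping a TSS rose more than other peaks between ArD_0h and ArR_5h, by a median log2 difference of 0.82. Against other peaks of the same level and width the excess was 0.38 (95% interval 0.35 to 0.42), which argues against a trend on level as the whole cause. Without ArD_0h replicate 1 the excess without that matching was 0.45, or between 0.535 and 0.566 of that with all libraries. Replicate 1 therefore carries much of its size and yet was not its only source. Both intervals hold the 6 libraries fixed and cover no variation between replicates. Over single pairs of libraries, the excess without matching ran from 0.25 (replicate 3 of both groups) to 1.89 (replicate 1 of both). The level trend and replicate 1 were each taken out alone and not together, so what is left after both was not measured. Opening of promoters during EDT may account for what is left after either. It stays a hypothesis, since GC content could not be tested and the groups differ in the share of counts in peaks (12.1% and 14.4%).

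ArD_0h replicate 1 stands apart from ArD_0h replicates 2 and 3. A lower signal over background in this library cannot be told apart from a real difference: among 3021 strong peaks with similar levels in ArR_5h and ArD_0h replicate 3, it lay below replicate 2 by a median log2 difference of -0.31 (95% interval -0.38 to -0.24), an interval that spans the limit set for that explanation. Neither this interval nor the next covers variation between replicates. At equal peak level ArD_0h replicate 1 lay further from the ArR_5h libraries than replicate 2 did. Its difference from replicate 2 had a slope of -0.16 (95% interval -0.17 to -0.15) on ArR_5h minus ArD_0h replicate 3. The difference of replicate 3 from replicate 2 had a slope of 0.01, but on ArR_5h minus ArD_0h replicate 1. That of replicate 1 from replicate 3 had one of -0.18 on ArR_5h minus ArD_0h replicate 2. This is consistent with cysts of replicate 1 being further from the ArR_5h state, but the design names no difference between the replicates, and no biological explanation was tested.

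Peaks of one contig tended to move together. Among 895 contigs with at least 40 tested peaks, limma called 233 higher and 229 lower as a set in ArR_5h, and the SD of contig medians was 0.36, against 0.17 to 0.19 in 100 exchanges of peaks between contigs at equal level and distance to the TSS, which argues against independent peaks that fell together by chance. It was 0.34 after the trend on level was removed, and contig means of ArR_5h replicate 1 minus ArD_0h replicate 2 correlated at 0.951 with those of ArR_5h replicate 2 minus ArD_0h replicate 3 (0.835 where ArD_0h replicate 1 took the place of replicate 3), so neither that trend nor noise of single libraries explains it. Accessibility that changes over long stretches of chromatin during EDT is a candidate explanation that was not tested, and GC content stays open. A difference in signal over background between the libraries stays open too, and the correlation of contig means cannot exclude it. The share of counts in peaks was 12.1% in ArD_0h and 14.4% in ArR_5h. From library to library, the mean level on ctg2030 fell in the order in which that share rose. By the mean over its peaks, the strongest fall was on ctg2030, with a log2 difference of -0.93 (standard error 0.116, adjusted p = 0.000664 from limma; 41 of 63 peaks lower; every ArR_5h library below every ArD_0h library), and the strongest rise on ctg395, with one of 0.82 (standard error 0.0910, adjusted p = 0.000659 from limma; 46 of 93 peaks higher and 7 lower; every ArR_5h library above every ArD_0h library).

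The peak on ctg115 from 2616257 to 2620267, assigned to evm.TU.ctg115.41, rose from 70.2 ± 28.6 to 593 ± 76.3 CPM (SD, n = 3 each), a log2 difference of 3.08 (standard error 0.253, adjusted p = 4.68e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 3 of 3 libraries). The peak on ctg39 from 1396875 to 1399392, assigned to evm.TU.ctg39.22_evm.TU.ctg39.21, went from 407 ± 120 to 143 ± 25.8 CPM (SD, n = 3 each), a log2 difference of -1.51 (standard error 0.223, adjusted p = 0.000107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; lower in 3 of 3 libraries).

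The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. Every split but the real one mixes both stages in each group. The difference between stages then adds to the spread within groups, so few calls follow by design and the counts cannot decide on chance. Only 1, the real one, called as many as 33352 peaks in edgeR, and the highest of the other splits called 0. At an unadjusted p under 0.05 and the same limit on size, the real split had 35747 peaks and the others 413 to 3143, and DESeq2 called 32930 in the real split and 0 in each of the others.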

How the results depend on the processing

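The library totals behind the RPM values, the 1000 bp promoter, and both the division by peak length and the removal of 17 peaks in the correlations were chosen after the values were seen. No called peak of a named gene reversed its direction under any alternative: of the 272 peak results over 40 named genes, 4275 alternative values kept their side of the limits, 738 no longer passed and 23 newly passed. Other limits on size, the limit without an adjusted p and the subsets by level or width keep the log2 differences of the main fit. No reversal was possible there. Of the 738, the log2 limits of 1.5 and 2 gave 165 and 233. With DESeq2, no filter, a pseudocount of 1, centring on the median or the paper's limit on the log2 difference without an adjusted p, every count and share over all peaks or lists stayed within 1.5 times or its spread.

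Stricter limits lowered every count by construction. At a log2 limit of 1.5, 4184 peaks were higher and 6355 lower, linked to 2607 and 3323 genes, with promoter shares of 9.42% and 1.73%; the GPCR list had 6 higher and 10 lower peaks and the up–up list 13 and 3. At a log2 limit of 2, the counts were 517 and 1417 peaks and 433 and 1030 genes, the shares 6.38% and 1.13%, and the lists had 0 and 1 (GPCR) and 3 and 0 (up–up). At a limit of 1.5-fold the shares were 11.6% and 3.25%. With peaks at or above the median level only, 8297 peaks were lower, linked to 4172 genes, the promoter share of higher peaks was 11.7%, and 16 (GPCR) and 5 (up–up) list peaks were lower. With peaks of at least 300 bp, 9722 were lower, the share of higher peaks in promoters was 11.6%, and 5 up–up peaks were lower. Fewer peaks enter these settings.

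Removal of the trend on level gave a promoter share of higher peaks of 8.61% (the cause was not tested). With the library totals, the promoter share of lower peaks was 2.32% and 5 up–up peaks were lower. Without distal intergenic peaks, 3075 genes had a lower peak, the GPCR list had 10 higher and 22 lower peaks and the up–up list 28 higher and 5 lower. Promoter peaks alone linked 1551 genes to higher and 415 to lower peaks, and a 1000 bp promoter gave shares of 7.99% and 1.12%.

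With each library left out in turn, higher peaks ranged from 11373 to 19301 and lower peaks from 9561 (without ArR_5h replicate 1) to 17601, linked to 4946 to 6944 and 4509 to 6468 genes. Promoter shares ranged from 8.61% to 12.4% and from 2.49% to 3.10%. The GPCR list had 22 to 38 higher and 16 to 36 lower peaks, and the up–up list 38 to 54 and 4 to 7; both lowest counts of lower peaks came without ArR_5h replicate 1.

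The lowest correlations depended on the scale. On log2(count + 1), Pearson values were 0.696 within ArD_0h, 0.889 within ArR_5h and 0.337 between the groups. Outside distal intergenic regions they were 0.851, 0.966 and 0.628, for counts per bp 0.783, 0.957 and 0.601, and without the 17 peaks 0.849, 0.967 and 0.592. Spearman values per bp were 0.388, 0.761 and -0.279. The cause was not tested.

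No pairing of the libraries by replicate number was seen: deviations of same-numbered libraries correlated at -0.207, 0.00393 and -0.145, and of the 6 libraries only ArR_5h replicate 2 correlated best with its own number. Deviations within a group of 3 libraries depend on one another, so these values cannot exclude a pairing. With a replicate block, 16550 peaks were higher and 15268 lower, the promoter share of higher peaks was 11.4%, and 15 of the named peak results no longer passed. The authors' p-values, planned as an alternative, are not in the table and were not run.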

Differences from the paper's values

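The lowest Pearson correlation within ArR_5h was 0.987 here, whereas the paper's is about 0.97 in Fig. 3, read by eye. Of the alternatives set before the data were examined, log2(count + 1) gave 0.889, which differed as well. Outside distal intergenic regions it was 0.966, further from the paper's value than the spread between replicates here (SD 0.00286), and without the 17 peaks above 5000 counts, chosen after the values were seen, it was 0.967. Both of these round to the paper's value at the digits that can be read by eye.

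The lowest Pearson correlation between ArD_0h and ArR_5h was 0.894 here, whereas the paper's is about 0.76 in Fig. 3, read by eye. The alternatives set before the data were examined gave 0.337 on log2(count + 1) and 0.628 outside distal intergenic regions, and both differed from the paper's value.

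The lowest Spearman correlations were 0.633 within ArD_0h, 0.872 within ArR_5h and 0.234 between the groups here. The paper's are about 0.88, about 0.97 and about 0.70 in Fig. 3, read by eye. The scale log2(count + 1) leaves ranks as they are, so it gives the same Spearman values by construction and tests nothing here. Outside distal intergenic regions the lowest Spearman correlations were 0.621, 0.872 and 0.247, and they differed from the paper's as well. The lowest Pearson correlation within ArD_0h, 0.905 here, lay within the spread of the replicates from the paper's, about 0.88 in Fig. 3, read by eye. The paper's correlations were made over peaks merged with those of ArR_30min, and those here over the peaks of ArD_0h and ArR_5h.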

Other observations

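As a set, the 6 signal transduction genes of the paper's up–up group had more higher than lower peaks in ArR_5h, though not every gene rose on balance. Of their 125 tested peaks, 53 were higher and 8 lower (also 53 and 8 when adjusted over the list alone, and 28 and 5 without distal intergenic peaks). Without ArR_5h replicate 1, 4 were lower, and without ArD_0h replicate 2, 5. The study picked these genes partly on these libraries, so the direction is not independent evidence. The median log2 difference was 0.68, and in camera the adjusted p was 4.42e-07 with the preset correlation and 0.161 with an estimated correlation in limma. The test of a balance in one direction, fry of limma, gave an adjusted p of 0.00762. The EGF receptor gene (evm.TU.ctg470.4) had 24 higher peaks and 1 lower among 39, of which 14 higher ones kept their call without ArD_0h replicate 1 and 15 without ArR_5h replicate 2, and the lower one lost it without ArD_0h replicate 3, ArR_5h replicate 1 or ArR_5h replicate 2. Its largest difference was at -56626 bp from its TSS, from 1.96 ± 0.461 to 10.9 ± 1.13 CPM (SD, n = 3 each), a log2 difference of 2.47 (standard error 0.324, adjusted p = 5.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene evm.TU.ctg275.1, which the paper links to proton transfer through proton-selective channels, had 10 higher peaks and 1 lower among 25, the lower one lost when ArD_0h replicate 1 or any ArR_5h library was left out. The RhoA/Rho1 GAP gene (evm.TU.ctg33.11) had 8 higher and 3 lower among 27, with 4 of the higher ones kept without ArR_5h replicate 1 and 2 of the lower ones without ArD_0h replicate 2, the largest with log2 differences of 2.36 at -10579 bp and -1.57 at 110511 bp. The Loco gene (evm.TU.ctg756.7) had 4 higher and 1 lower among 14 (the lower one lost without ArD_0h replicates 2 or 3 or ArR_5h replicates 2 or 3), the largest with a log2 difference of 2.23 at 66006 bp, inside the gene. Over the peaks of the Loco gene the median log2 difference was -0.09 and the mean 0.34. It lies on a contig where 28 of 65 tested peaks were higher. Of the 5 peaks of evm.TU.ctg658.6, 4 were higher, and 2 of these kept their call without ArR_5h replicate 1. At evm.TU.ctg470.6, the median log2 difference was 0.09 and the mean -0.01. Of its 15 peaks, 3 were higher and 2 lower, the deepest with a log2 difference of -1.44. Without ArD_0h replicate 1, 1 of the higher and 1 of the lower ones kept the call, 2 of the higher ones did without ArR_5h replicate 2, 1 of the lower ones did without ArD_0h replicate 2, and both lower ones lost it without ArR_5h replicate 1.

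Peaks of the 15 candidate GPCR genes of Table 5 were called in both directions. Of their 202 tested peaks, 29 were higher and 32 lower in ArR_5h (also 29 and 32 when adjusted over the list alone), and 4 genes had only higher, 5 only lower and 6 both kinds of called peaks. Without distal intergenic peaks, 10 were higher and 22 lower, and without ArR_5h replicate 1, 16 were lower. The study picked this list, too, partly on these libraries. The median log2 difference was -0.01 and the mean -0.06, while camera placed the list slightly above the other peaks, with an adjusted p of 0.947 with the preset and 0.925 with an estimated correlation in limma. For the list, fry of limma gave an adjusted p of 0.972 for a balance in one direction and of 0.0017 for change in either. The latter does not compare the list with other peaks: 14.4% of its peaks were higher and 15.8% lower, against 14.5% and 15.2% of all tested peaks. At evm.TU.ctg288.3, 8 of 14 peaks were higher, of which 5 kept their call without ArD_0h replicate 1, and of its 2 promoter peaks the one at -644 bp was higher (1.46) while the one over the TSS was not called (0.47). At evm.TU.ctg71.25, 5 of 32 peaks were higher and 2 lower, of which 3 higher ones kept their call without ArD_0h replicate 1 and both lower ones lost it without that library or without ArR_5h replicate 1. The largest rise was at -45261 bp with a log2 difference of 1.84. Lower peaks were called at evm.TU.ctg195.9 (5 of 8), evm.TU.ctg42.32 (5 of 12) and evm.TU.ctg308.1 (4 of 13), but without ArR_5h replicate 1 only 3, 1 and 3 of these kept their call, and 5, 2 and 2 did so without ArD_0h replicate 2. At evm.TU.ctg42.32, 3 did so without ArR_5h replicate 2. The deepest fall at evm.TU.ctg195.9 was -1.65, and that at evm.TU.ctg25.48 was -1.77, while the peak over the TSS of evm.TU.ctg25.48 was higher (1.22, but 0.87 and not called without ArD_0h replicate 1 or with the lowess trend removed).

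In the rows of Supplementary File S1 used here, genes assigned to the Wnt pathway and a single gene assigned to the Notch pathway had more higher than lower peaks in ArR_5h. These rows are the first 567 of the 786 for the paper's ‘0–30 min’ group, with none for its ‘30 min–5 h’ group. The Wnt genes evm.TU.ctg17.30, evm.TU.ctg15.54 and evm.TU.ctg777.6 had 8 of 19, 5 of 21 and 6 of 30 tested peaks higher in ArR_5h, against 14.5% of all tested peaks. Of their higher peaks, 6, 3 and 4 kept their call without ArD_0h replicate 1. At evm.TU.ctg777.6, 4 did so without ArR_5h replicate 1. The 1 lower peak of evm.TU.ctg15.54 was lost without ArR_5h replicate 2. The peak over the TSS of evm.TU.ctg15.54 had a log2 difference of 1.45 (standard error 0.294, adjusted p = 0.000936 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That over the TSS of evm.TU.ctg17.30 had one of 1.06, but 0.69 without ArD_0h replicate 1, 0.89 without ArR_5h replicate 1 and 0.70 once the trend on level was removed. The Notch gene evm.TU.ctg232.10 had 3 of 7 peaks higher, which lie side by side between 576867 and 578011. None of them kept its call without each library in turn: the log2 difference was 0.88 at 577282 without ArD_0h replicate 1 and 0.98 at 577697 without ArD_0h replicate 2, and edgeR's adjusted p was 0.0597 at 576867 without ArR_5h replicate 1. Among further genes of the GPCR pathway, evm.TU.ctg824.6 had 9 of 14 peaks higher, of which 6 kept their call without ArR_5h replicate 1, and 1 lower that was lost without ArD_0h replicate 1 or 2. Peaks of evm.TU.ctg227.8 were higher at 2 of 10 places, and evm.TU.ctg637.4 had 3 of 8 higher and 1 lower, with 1 of the higher ones kept without ArR_5h replicate 1 and 2 without ArD_0h replicate 1. The cell surface receptor signaling genes evm.TU.ctg372.16 and evm.TU.ctg372.17 had 6 of 12 and 3 of 5 higher, of which 2 and 2 kept their call without ArD_0h replicate 1 and 3 and 3 without ArR_5h replicate 1; at evm.TU.ctg372.16, 4 did so without ArR_5h replicate 2. The study picked the genes of these rows of the file partly on the ArD_0h libraries, and the paper counts most genes of that group as up-regulated.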
